A study of Homo sapiens with 48 samples.

How the data were processed

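The 48 RASL-Seq libraries were made from cultures of the WA09 human embryonic stem cell line. Per the labels' protocols, lysates were captured on oligo-dT plates, probe pairs were annealed and ligated, the products were amplified with dual-index barcoded primers, pooled and sequenced on a NextSeq 550. Per the labels, the authors counted reads with a custom aligner against their probes, and the deposited values are raw read counts per probe pair, without normalization. The aligner's version, the mismatches it allowed and the probe sequences are not stated there, and no molecular identifiers are mentioned. A probe is named in the files by a number, a gene symbol, a RefSeq transcript and a position in that transcript. No genome build is named, so probes are identified by transcript and position, and genomic coordinates are not given. How far reads could be shared between close paralogs is not known from the labels.

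The sample tables were used for all values. A merged table of the series repeats these counts in 48 columns, which were checked to be identical; 16 further columns matched no sample label and were not used. Gene symbols matched the current gene table for 442 genes, and the other 10 were matched through their RefSeq transcripts. Libraries were grouped by their labels into CEPT EB and Y27 EB with 16 libraries each and hESC, ectoderm, mesoderm and endoderm with 4 each. Library totals ranged from 379810 to 5577868 reads. The libraries were counted as separate replicates because the labels list them as separate samples. No pair of libraries in a group was identical within counting noise (lowest chi-square per degree of freedom 4.93, mesoderm replicates 2 and 4), but repeat libraries of the same culture would also differ by more than counting noise when PCR products are counted, so this does not show that they came from separate cultures.

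Count tests used edgeR 4.0.16 in R 4.3.3. Probes were filtered with filterByExpr by group, scaled by TMM and tested with the robust quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were derived from the log2 fold change and the F statistic. The EB comparison used the 32 EB libraries. The lineage comparisons shared a fit of the 16 control libraries. Each EB arm against hESC was fitted on those 2 groups. CPM and log2 CPM were computed with TMM factors, and log2 CPM had a prior count of 2. Where all libraries of a group had at most 3 reads for a probe, the fold change is given as a lower bound. It sets the mean CPM of the other group against 3 reads at the total of the group's smallest library. That floor was not scaled by TMM factors, so the bounds are approximate.

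Set scores used probes with a log2 fold change of at least 1 and an adjusted p under 0.05 in a control group against each of the other 3. Scores and the spread between libraries were compared with 100000 resamples in two-sided permutation tests. Tests, sample groups, marker lists and most alternatives were chosen before the data were examined, apart from those stated below to have been chosen later. The rule for named probes took, among probes with an adjusted p under 0.05 and a mean of at least 50 reads in the higher group, the 5 largest changes each way in the EB comparison and the 3 largest each way in each comparison with hESC. Genes of the marker lists were named as well. A decrease chosen by this rule, and a test of a gene list that depends on the same item, are not reported here. The lists covered pluripotency, ectoderm, mesoderm, endoderm and the integrated stress response; a further list of 13 reference genes, 3 of them on the panel, served for an alternative scaling.

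The tests were tested on simulated counts. These were drawn from the mean shares of the Y27 EB or hESC libraries, with the spread and totals of the real libraries compared. With 200 of 867 probes changed in the EB design, 86.5% were called and 3.89% of calls were false. With 200 of 820 probes changed in the design of ectoderm against hESC, 82.0% were called and 5.20% of calls were false. Of the simulated changes counted as 2-fold, 60 and 65 probes in these designs, 78.3% and 75.4% were called. Simulations without changes gave 0 calls in both. Probes were drawn independently and without differences in composition between libraries, so errors from scaling were not measured. All simulated changes were at least 2-fold, while the called EB changes had a median absolute log2 fold change of 0.54. The ectoderm simulation fitted only ectoderm and hESC libraries, not the 16 control libraries. The shares therefore do not give the power for smaller changes.

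The alternatives were other scalings (DESeq2 median-ratio factors, upper quartile, library totals alone, reference genes), no filter or a filter of at least 10 reads in every library, DESeq2 1.42.0, a replicate block, library total as covariate, all 48 libraries in a single fit, probes summed per gene, libraries under 0.25 of the median total left out, and each library left out in turn, for the scores and the spread each EB library as well. In the scores, control libraries were instead left out by replicate number, from all control groups at once. For the scores, another prior count of 0.5, a stricter set at a log2 fold change of 2, the median over the set, and camera and fry from limma 3.58.1 were tried. Transcript lengths for a check of length trends came from GENCODE release 29 transcripts paired with RefSeq transcripts. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.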

Results

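The series measured RNA by RASL-Seq, a targeted assay in which pairs of DNA probes that lie side by side on a captured polyadenylated RNA are ligated, amplified and counted by sequencing. The panel held 1113 probes for 452 genes, and 392 of those genes had several probes. Cells were WA09 (also called H9), an established human embryonic stem cell line. Embryoid bodies, which are free-floating aggregates of differentiating stem cells, were grown from 20000 cells per well in E6 medium for 7 days. During the first 24 hours they received either Y-27632, a small molecule used to keep dissociated stem cells alive, or CEPT, a cytoprotective combination of chroman 1, emricasan, polyamines and trans-ISRIB. Each arm had 16 libraries, called CEPT EB and Y27 EB here. The labels do not state whether a library came from a single embryoid body. Control cultures of the same line had 4 libraries each. They were hESC, which received no differentiation treatment, and ectoderm, mesoderm and endoderm cultures that served the study as positive controls. The ectoderm cultures received LDN-193189 at 100 nM and A83-01 at 2 µM for 6 days, and the mesoderm and endoderm cultures were made with commercial kits in 5 days.

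The 48 libraries held 170153320 probe reads in all, with a median of 3583316 per library. CEPT EB libraries held 3583103 ± 850345 reads (SD, n = 16) and Y27 EB libraries 4093334 ± 1163163 reads (SD, n = 16). Totals ranged from 1814266 to 4794912 in CEPT EB and from 379810 to 5577868 in Y27 EB. The lowest total, in Y27 EB replicate 15, was the only one under 0.25 of the median, which is 895829 reads. Control totals ranged from 1773969 reads in hESC to 4227384 in endoderm. The 10 highest probes of a library took 46.3% ± 5.79 of the reads in CEPT EB (SD, n = 16) and 40.4% ± 5.43 in Y27 EB (SD, n = 16). A probe with 0 reads in a library is compatible with up to 3 reads expected there. Reads are PCR products counted without molecular identifiers, so this limit covers counting error only.

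**Figure D1:**
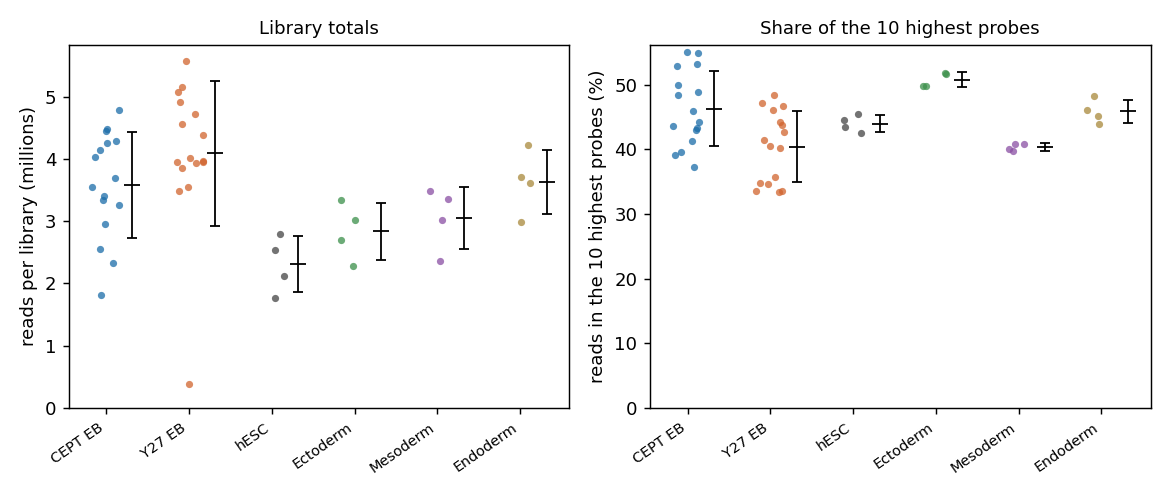
Reads per library (left) and percent of reads in the 10 highest probes (right), by group. Each point is a library, and the black mark and bar beside each group are its mean and SD; Y27 EB replicate 15, at 379810 reads, lies far below the other libraries.

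The comparison of the 2 EB arms asks which panel genes differed at day 7 after a different compound treatment on the first day. Of 867 probes past the count filter, 205 probes of 120 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among these, 92 were higher and 113 lower in CEPT EB. At an unadjusted p under 0.05 there were 297 probes. No gene had probes called in opposite directions. The changes were mostly small, with a median absolute log2 fold change of 0.54 among the called probes. An absolute log2 fold change of at least 1 was reached by 33 of the called probes, of which 31 were higher and 2 lower in CEPT EB. The ranges of the arms overlapped for all but 2 of the 867 probes. The alternative that moved the count most upward was scaling on library totals alone, without TMM factors. It gave 339 probes, 48 higher and 291 lower, and moved the median log2 fold change of all probes by -0.31. The split also moved with DESeq2's median-ratio size factors in edgeR, to 107 higher and 75 lower, and with DESeq2 itself, to 121 higher and 79 lower.

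The largest increases under the rule for named probes were in GDF15, TM4SF1 and TNFSF9. Probe 1191 of GDF15, at position 907 of transcript NM_004864, was at 82.2 ± 125 CPM (reads scaled to the effective library size) in CEPT EB and 8.51 ± 7.20 in Y27 EB (SD, n = 16 each). Its log2 fold change was 3.26 ± 0.52 (SE, adjusted p 2.26e-05, edgeR), and all 16 CEPT EB libraries lay above the Y27 EB median. The size of the change rested in part on a single library, CEPT EB replicate 7, at 542 CPM, while the median in CEPT EB was 51.8 CPM. Without it the mean was 51.6 ± 27.3 CPM (SD, n = 15) and the log2 fold change 2.58 (adjusted p 2.07e-05). The other GDF15 probes, 1190 at position 176 and 1192 at position 1112, had log2 fold changes of 3.15 ± 0.56 (adjusted p 0.000107) and 2.60 ± 0.58 (adjusted p 0.00110), which became 2.40 (adjusted p 0.000363) and 1.80 (adjusted p 0.00607) without CEPT EB replicate 7. TM4SF1 probe 1149, at position 942 of NM_014220, rose from 3.01 ± 2.08 to 19.2 ± 13.02 CPM (SD, n = 16 each; log2 fold change 2.73 ± 0.56, adjusted p 0.000553). TNFSF9 probe 1274, at position 1307 of NM_003811, was at 44.8 ± 44.6 CPM in CEPT EB and 7.12 ± 3.57 in Y27 EB (SD, n = 16 each). Its log2 fold change was 2.67 ± 0.34 (SE, adjusted p 1.26e-06), and the values of the arms did not overlap.

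The largest decreases that are reported were in TXNRD1, OLIG2 and NRCAM. TXNRD1 probe 1024, at position 2003 of NM_001093771, was at 8.57 ± 5.51 CPM in CEPT EB and 19.9 ± 7.21 in Y27 EB (SD, n = 16 each; log2 fold change -1.19 ± 0.34, adjusted p 0.00933). Another TXNRD1 probe, far more abundant, had means of 669 CPM in CEPT EB and 823 in Y27 EB, a smaller decrease in proportion. The OLIG2 probes 534 and 536, at positions 1802 and 2140 of NM_005806, had log2 fold changes of -0.96 ± 0.19 (adjusted p 0.000417) and -0.90 ± 0.19 (adjusted p 0.000571). NRCAM probe 942, at position 5767 of NM_001193584, was at 92.9 ± 23.6 CPM in CEPT EB and 173 ± 36.5 in Y27 EB (log2 fold change -0.90 ± 0.12, adjusted p 1.56e-06). For TXNRD1 probe 1024, NRCAM probe 942 and OLIG2 probe 536, all 16 CEPT EB libraries lay below the Y27 EB median.

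**Figure D2:**
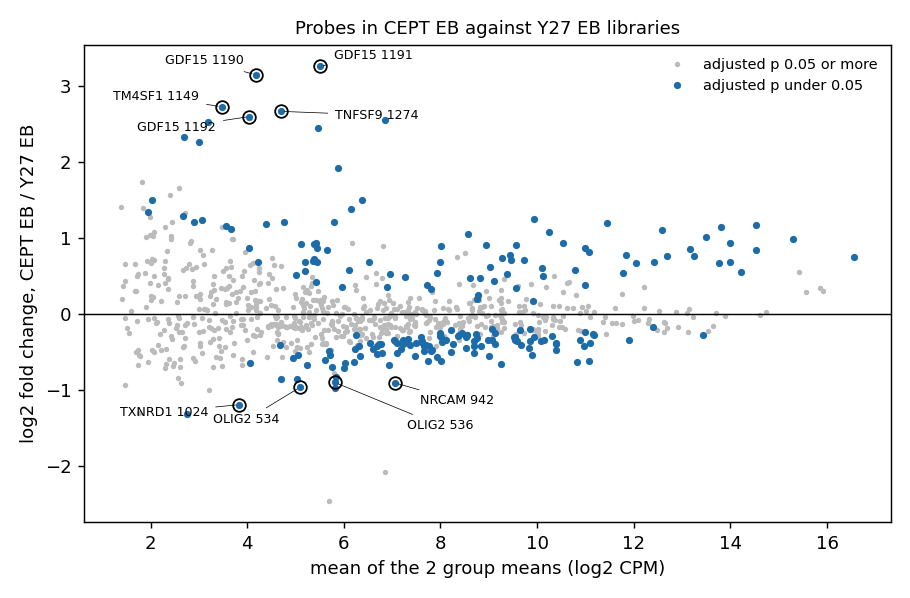
Log2 fold change of CEPT EB over Y27 EB (vertical axis) against the mean of the group means in log2 CPM (horizontal axis) for the 867 probes tested. Blue points have an adjusted p-value under 0.05, and circled points are the probes named in the text with gene and probe number; the increases reach 3.26 in GDF15 while the named decreases lie between -1.19 and -0.90.

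Lists of marker genes were fixed before the data were examined. Of 58 listed genes, reference genes not counted, 38 were on the panel, and 30 of these, with 66 probes, passed the filter. In the EB comparison 5 genes were called over all probes tested, and 4 genes were called adjusted over the list alone. OTX2, on the ectoderm list, was higher in CEPT EB with all 3 probes (log2 fold changes 1.21, 1.21 and 0.92, adjusted p from 0.00128 to 0.0131). In the control libraries these probes were higher in endoderm than in ectoderm (mean log2 CPM 8.76, 6.75 and 9.94 against 7.96, 4.32 and 7.44). OTX2 is therefore not specific to ectoderm among these controls. PAX3, on the same list, was lower with its 2 tested probes (-0.50 and -0.34, adjusted p 0.000607 and 0.00751). SNAI2, on the mesoderm list, was lower with all 3 probes (from -0.51 to -0.20), of which probe 676 at -0.20 had an adjusted p of 0.0445. DDIT3, on the integrated stress response list, was higher with probe 849 (0.91 ± 0.21, adjusted p 0.00200) and not called with probe 164 (0.13 ± 0.50, adjusted p 0.876). SOX2, on the pluripotency list, was lower with probe 695 (-0.29, adjusted p 0.0378) and was not called over the list alone. In the control libraries all 3 SOX2 probes were higher in ectoderm than in hESC (mean log2 CPM 8.89, 12.05 and 10.91 against 6.82, 9.50 and 8.79). SOX2 is therefore not specific to hESC among these controls. Neither SOX2 probe 695 nor SNAI2 probe 676 was called with median-ratio, upper-quartile or reference gene scaling, and OTX2 probe 950 was not called with library totals alone. No gene of the endoderm list was called. The probes of HHEX, FOXA1 and SOX17 were higher and that of GATA6 lower, and their standard errors ranged up to 0.80. ATF4 and HSPA5, the other tested genes of the integrated stress response list, were not called, with log2 fold changes between -0.25 and 0.03.

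The lineage controls were compared with hESC to measure what each directed differentiation changed on the panel. Of 903 probes tested, 738 were called in ectoderm (390 higher, 348 lower), 700 in mesoderm (307 higher, 393 lower) and 706 in endoderm (347 higher, 359 lower). The alternative that moved these counts most, apart from summing probes per gene, required at least 10 reads in every library and so tested fewer probes, 510. It gave 435, 392 and 398. Scaling on the reference genes moved the median log2 fold change by 1.28, 0.90 and 0.48 and raised the higher share of the calls from 52.8%, 43.9% and 49.2% to 76.3%, 71.7% and 60.8%. With upper-quartile factors it was 50%, 43.9% and 40.9%. The reference gene probes took a larger share of reads in hESC than in each lineage, which moves reference gene scaling upward.

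In ectoderm, the named increases were PAX3 probe 541 (170 ± 13.8 CPM, SD, n = 4), PAX6 probe 543 (822 ± 48.2 CPM) and LMX1A probe 1123 (115 ± 9.94 CPM). All 4 hESC libraries had at most 2 reads for each, so the increases are at least 101-fold, at least 486-fold and at least 68.0-fold. The named decreases were NANOG probes 489 and 488, at least 1283-fold and at least 105-fold lower, and GDF3 probe 315, at least 165-fold lower. In mesoderm, CDX2 probe 108 was at 651 ± 35.3 CPM, HAND1 probe 339 at 235 ± 62.0 CPM and CDX2 probe 107 at 224 ± 133 CPM (SD, n = 4). These were at least 385-fold, at least 139-fold and at least 132-fold higher than in hESC. IDO1 probes 382 and 383 and CYP26A1 probe 153 were at least 56.8-fold, at least 33.0-fold and at least 49.5-fold lower. In endoderm, NPPB probe 520 reached 14152 ± 1901 CPM, SOX17 probe 692 1723 ± 210 CPM and GATA6 probe 306 1262 ± 114 CPM (SD, n = 4). Their increases were at least 8369-fold, at least 1019-fold and at least 746-fold. OLIG1 probe 533 and SYT6 probe 996 were at least 40.7-fold and at least 69.2-fold lower, and LECT1 probe 424, named CNMD in current nomenclature, had a log2 fold change of -9.32 ± 0.38, or -10.54 without endoderm replicate 1. Every named probe of the 3 lineages had an adjusted p-value of 5.14e-08 or less in edgeR's test, and none had overlapping values between the groups.

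Each EB arm was also set against hESC, which describes what 7 days of EB culture changed. CEPT EB differed from hESC in 690 of 940 probes (397 higher, 293 lower) and Y27 EB in 714 of 963 (400 higher, 314 lower). Both comparisons use the same 4 hESC libraries, so their results are not independent, and the direct test between the arms is the one given above. The share of higher calls was 57.5% and 56.0%, and reference gene scaling raised it to 87.3% and 86.0%, with shifts of the median log2 fold change of 1.47 and 1.54. With library totals alone it was 58.1% and 65.9%, with median-ratio factors 50.6% in both, and with upper-quartile factors 49.9% and 48.9%. The size of the majority of higher calls therefore depends on the scaling, and with upper-quartile factors there was none. In CEPT EB the named increases were SST probe 1147 (6077 ± 2640 CPM, SD, n = 16), ISL1 probe 395 (892 ± 232 CPM) and NR2F1 probe 1128 (842 ± 239 CPM). These were at least 3593-fold, at least 528-fold and at least 498-fold higher than in hESC. In Y27 EB they were ISL1 probe 395 (1331 ± 260 CPM), NR2F1 probe 1128 (1176 ± 250 CPM) and PAX3 probe 541 (886 ± 173 CPM), at least 787-fold, at least 696-fold and at least 524-fold higher. The CPM of the arms come from separate fits, so neither the CPM nor the bounds can be compared between arms. The same hESC libraries averaged 28.6 CPM for CYP2B6 probe 1173 in the CEPT EB fit and 34.8 in the Y27 EB fit. The named decreases in CEPT EB were CYP2B6 probe 1173 (log2 fold change -6.66 ± 0.87), LCK probe 419 (-6.48 ± 0.84) and PPP1R1B probe 568 (-6.14 ± 0.81). Those in Y27 EB were CYP2B6 probe 1172, which was at least 3.88-fold lower, CYP2B6 probe 1173 (-7.35 ± 0.82) and LCK probe 421 (-6.80 ± 0.94). The low bound for probe 1172 comes from the shallow replicate 15, whose total sets the floor for all 16 libraries. The fitted decreases rest on few reads in the EB libraries. Without the library with the highest value (CEPT EB replicates 1, 10 and 9), the means of CYP2B6 probe 1173, LCK probe 419 and PPP1R1B probe 568 in CEPT EB went from 0.241, 0.381 and 0.396 to 0.069, 0.156 and 0.217 CPM. In Y27 EB those of CYP2B6 probe 1173 and LCK probe 421 went from 0.188 and 0.263 to 0.084 and 0.097 CPM without replicates 11 and 6.

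To place the EB libraries among the controls, 4 probe sets were taken from the control libraries alone. A probe entered a set when it was higher in that control group than in each of the other 3. The sets held 84 probes for hESC, 169 for ectoderm, 57 for mesoderm and 133 for endoderm. The score of a library is the mean log2 CPM over a set. The hESC set score was 7.53 ± 0.02 in hESC (SD, n = 4), 4.63 ± 0.43 in CEPT EB and 4.43 ± 0.36 in Y27 EB (SD, n = 16 each). The ectoderm set score was 7.27 ± 0.04 in ectoderm, 4.96 ± 0.22 in CEPT EB and 4.88 ± 0.09 in Y27 EB. The mesoderm set score was 7.80 ± 0.02 in mesoderm, 5.03 ± 0.22 in CEPT EB and 4.92 ± 0.39 in Y27 EB. The endoderm set score was 8.88 ± 0.08 in endoderm, 4.07 ± 0.44 in CEPT EB and 3.85 ± 0.37 in Y27 EB. For comparison with hESC as background, the hESC libraries scored 3.45 ± 0.04 on the ectoderm set, 2.35 ± 0.06 on the mesoderm set and 4.77 ± 0.04 on the endoderm set.

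None of the 4 scores differed between the EB arms in a two-sided permutation test with Benjamini-Hochberg adjustment over the 4 scores. The differences, CEPT minus Y27, were 0.20 for hESC (p 0.175, adjusted p 0.255), 0.08 for ectoderm (p 0.192, adjusted p 0.255), 0.11 for mesoderm (p 0.367, adjusted p 0.367) and 0.22 for endoderm (p 0.140, adjusted p 0.255). For each score, 13 of 16 CEPT EB libraries lay above the Y27 EB median. A mean over a set can hide members that go both ways. In the probe test, 18 of 43 tested mesoderm set probes were called (8 higher, 10 lower) and 28 of 146 ectoderm set probes (14 higher, 14 lower). Also called were 22 of 101 endoderm set probes (14 higher, 8 lower) and 10 of 67 hESC set probes (5 higher, 5 lower). The median log2 fold change over the tested probes was -0.17 for mesoderm and -0.04 for ectoderm, opposite in sign to the scores. For endoderm and hESC it was 0.07 and 0.03, of the same sign as the scores. The mesoderm result depended on a single library, because Y27 EB replicate 15 scored 6.30 and the highest other EB library 5.36. Without that library the difference was 0.20 with an adjusted p of 0.0214 in the permutation test. With library totals alone as scaling, the differences had the opposite sign for all 4 sets, and none passed the threshold.

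**Figure D3:**
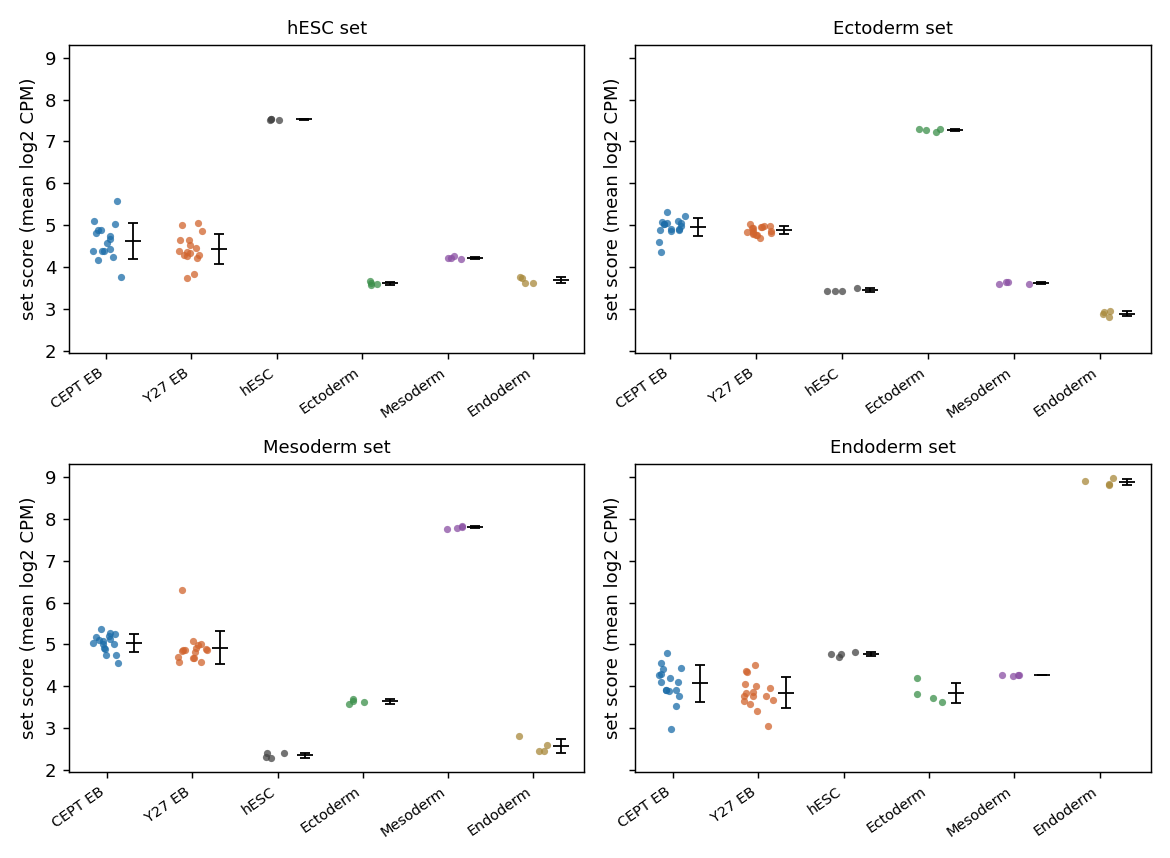
Set scores (mean log2 CPM over the probes of a set) of all 48 libraries by group, with a panel for each of the 4 sets. Each point is a library and the black mark and bar are the group mean and SD; the control group that defines a set scores highest, and on the mesoderm set Y27 EB replicate 15 lies at 6.30, above the other EB libraries.

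The spread between libraries was compared to ask whether the embryoid bodies of either arm were more alike. It was measured for each library as the root mean square difference of its log2 CPM from the mean of the other libraries of its group, over 867 probes. The value was 0.848 ± 0.255 in CEPT EB and 0.799 ± 0.175 in Y27 EB (SD, n = 16 each). The difference of 0.049 was not larger than chance in a two-sided permutation test (p 0.552). It depended on a single library, CEPT EB replicate 13, with a value of 1.633 and 1814266 reads. Without it the means were 0.804 ± 0.160 in CEPT EB (SD, n = 15) and 0.813 ± 0.179 in Y27 EB (SD, n = 16), a difference of -0.0092 (p 0.885). The control groups, with 4 libraries each, had means between 0.438 and 0.498. Their means rest on fewer other libraries, so they are not on the same footing as the EB values.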

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

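In each control group of 4 libraries, the highest and lowest library were compared with the other 3 for totals, read composition, set scores and the named probes. A library stood apart when its gap to the nearest other divided by the group's range exceeded Dixon's 95% critical value. This happened in 5 of 124 group and measure combinations, or 4.03%, where chance gives about 5%. As a pattern, the number is what chance gives. The test of this number and the test of a source for mesoderm replicate 3 were chosen after the results were seen, and the test of a source for ectoderm replicate 4 before.

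Ectoderm replicate 4 had NPPB probe 520 at a log2 CPM of 5.18, against 3.12 to 3.39 in the other 3 ectoderm libraries. NPPB was the named probe with the highest level in endoderm. Of the 10 most abundant probes of the endoderm set, NPPB left out, 8 were highest in this library, where 2.5 are expected by chance for independent probes. Several of the 10 are probes of LEFTY2 or IFITM1. Probes of the same gene are not independent, so the 8 cannot be weighed strictly against 2.5. LEFTY2 probe 428 was at 129 CPM in ectoderm replicate 4 and at 6.08 CPM in the mean of the other 3, and LEFTY1 probe 425 at 19.8 and 0.854. Relative to the endoderm level the excess was 0.219% for NPPB, 0.068% and 0.118% for LEFTY2 probes 428 and 429, and 0.102% for LEFTY1 probe 425. The excess for IFITM1, TMSB10 and TAGLN was far larger in proportion, between 2.53% and 4.52%, and FTH1 was lower, so a single share does not account for them. A small number of reads or RNA from endoderm cultures may account for the probes that ectoderm otherwise lacks. Index misassignment, carry-over and some endoderm-like cells in the culture were not told apart by any test made.

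Mesoderm replicate 3 had a hESC set score of 4.26, against 4.20 to 4.21 in the other 3 mesoderm libraries, and NRCAM probe 942 at a log2 CPM of 3.46, against 2.21 to 2.34. NRCAM probe 942 belongs to the ectoderm set, and a source was not tested for it. For the score, a source in hESC cultures was tested with the 4 hESC set probes, from 3 genes, that had at least 100 CPM in hESC and under 1% of that level in the other 3 mesoderm libraries. They held 14 reads in this library. The share of 0.139% that the score needs would bring 19.9, and the level of the other 3 libraries 12.8. With so few reads, some reads or RNA from hESC cultures and none cannot be told apart. The library's total of 2358531 reads is the lowest of its group, and whether the lower depth plays a part was not tested, nor was a biological explanation.

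Ectoderm replicate 3 had TNFSF9 probe 1274 at a log2 CPM of 5.42, against 5.64 to 5.68, and hESC replicate 2 had SYT6 probe 996 at 6.15, against 6.42 to 6.44. No separate explanation was tested for either, and the design gives no biological one within a control group.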

How the results depend on the processing

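Apart from the leave-one-out fits and camera with an estimated correlation, which were added after the data were seen, the alternatives were chosen before. The counts of called probes stayed within 1.5 times their values in the report under most of them.

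For the EB comparison, library totals alone gave 339 probes in place of 205 (48 higher, 291 lower). The 161 calls of the report called again kept their direction; they were the 113 lower calls and 48 of the 92 higher calls. With median-ratio factors, which move fold changes the other way, 92 of the 92 higher and 75 of the 113 lower calls were called again, and 123 of the 205 were under each of the 4 other scalings. Library totals alone moved the median log2 fold change by -0.31, and median-ratio factors moved it by 0.08. The CEPT EB libraries had lower TMM factors (mean 1.00 against 1.26, from factors computed over all 48 libraries and not the EB fit). The split between higher and lower calls was 92 to 113 with TMM, 107 to 75 with median-ratio factors, 121 to 79 with DESeq2 and 99 to 90 with upper-quartile factors. The counts of these fits were 182, 200 and 189 against 205. Reference gene scaling gave 78 higher and 108 lower. Summing probes per gene gave 112 calls among 382 genes, and requiring an absolute log2 fold change of at least 1 gave 33; both reduce what can be counted by construction. The 32 fits that each left out an EB library gave 168 probes (without Y27 EB replicate 5) to 219 (without Y27 EB replicate 16).

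Requiring at least 10 reads in every library reduced the comparisons with hESC to 435 probes for ectoderm, 392 for mesoderm, 398 for endoderm, 425 for CEPT EB and 407 for Y27 EB, because it removed probes absent from a group. Summing per gene gave 333, 316, 331, 325 and 323. A minimum absolute log2 fold change of 1 gave 459 for mesoderm. Fits that each left out a control library gave 716 to 737 probes for ectoderm, 673 to 698 for mesoderm, 687 to 697 for endoderm, 652 to 659 for CEPT EB and 663 to 666 for Y27 EB. For mesoderm, leaving out replicate 2, 3 or 4 moved the split from 307 higher and 393 lower to 342 and 331, 346 and 341, and 341 and 336. Without mesoderm replicate 1 it was 310 and 388, and lower calls also stayed the majority without any hESC library. All 48 libraries in a single fit gave 289 and 251, and the filter of 10 reads gave 210 and 182. Scaling moved the splits of the comparisons with hESC as well. Scalings other than reference genes moved the median log2 fold change by between -0.34 and 0.38 in the comparisons with hESC. For mesoderm, library totals alone gave 376 higher and 309 lower (shift 0.30) and reference genes 515 and 203. For endoderm, reference genes gave 435 higher and 281 lower, while upper-quartile factors gave 295 and 427 and library totals alone 299 and 417. Reference genes gave 587 and 182 for ectoderm, 648 and 94 for CEPT EB and 664 and 108 for Y27 EB, while upper-quartile factors gave 368 and 368, 350 and 352, and 349 and 364. Only 3 of the 13 listed reference genes are on the panel, so that scaling rests on few genes. Their probes took 15.6% to 18.4% of reads in hESC libraries. The range was 6.84% to 12.2% in the lineage controls and 4.24% to 10.5% in EB libraries. GAPDH probe 882, a reference gene probe, belongs to the hESC set and was thus higher there than in each lineage. Scaling on these genes treats that excess in hESC as technical. The upward shifts against hESC follow from this and are not separate evidence on direction.

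The number of marker genes called was 5 and rose to 12 with library totals alone and to 11 with all 48 libraries in a single fit; the cause was not tested for the latter. Leaving out each EB library in turn gave 4 to 8 genes, and 8 came without CEPT EB replicate 13. Among the named probes, 63 of 1327 alternative results were weaker and none was reversed. Most of these were SNAI2 probe 676 and SOX2 probe 695, whose adjusted p-values were near the threshold.

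Under library totals alone the set score differences were -0.067 for hESC, -0.201 for ectoderm, -0.141 for mesoderm and -0.035 for endoderm, opposite in sign to the values in the report and not past the threshold. With the median over the set in place of the mean, the ectoderm difference was -0.061. Leaving out Y27 EB replicate 15, the only library under 0.25 of the median total, raised the mesoderm difference to 0.203, with an adjusted p of 0.0214 in the permutation test. Over the alternatives for the mesoderm score the adjusted p ranged from 0.0214 to 0.728. No score passed the threshold under camera with its preset correlation, camera with an estimated correlation or fry. Leaving out libraries gave 36 fits, 32 of them each without a single EB library. The others defined the sets without a replicate number, dropped from all control groups at once. The differences were 0.132 to 0.254 for hESC, 0.059 to 0.122 for ectoderm, 0.089 to 0.203 for mesoderm and 0.163 to 0.290 for endoderm. Among these fits only the mesoderm score without Y27 EB replicate 15 passed the threshold. The difference in spread between the arms was not past the threshold under any of its alternatives. The 32 fits that each left out an EB library gave -0.0092 (without CEPT EB replicate 13, opposite in sign to the value in the report) to 0.085 (without Y27 EB replicate 15).

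The replicate numbers of the labels do not pair the CEPT EB and Y27 EB libraries. The lineage controls were compared by replicate number with hESC only, not with one another. Replicate 3 had the lowest total in hESC, ectoderm, endoderm and mesoderm (1773969, 2283016, 2982467 and 2358531 reads). Whether same-numbered control libraries share a technical source is therefore left open. Over the 16 same-numbered pairs of CEPT EB and Y27 EB libraries the correlation of their deviations from the group means ranged from -0.27 to 0.17, and 3 pairs exceeded 0.1. With the replicate number as a block the EB comparison gave 167 probes, and the block with library total as covariate 185.

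Depth limits results for probes at low counts. For CYP2B6 probe 1172 the shallow Y27 EB replicate 15 sets the lower bound of the change from hESC to 3.88-fold.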

Other observations

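The tests of library depth, scaling and the length trend itself were chosen after the results they bear on had been seen. So were the neural crest list and the shares of the mesoderm level in Y27 EB replicate 15. The others were chosen before.

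The number of calls in each comparison was set against other splits of the same libraries. For CEPT EB against Y27 EB, 1 of 100 splits, the real one, gave 205 probes or more, and the highest other split gave 2. For ectoderm, mesoderm and endoderm against hESC, 1 of 35 splits each, the real one, gave as many. For CEPT EB and Y27 EB against hESC, 1 of 100 splits each, the real one, gave as many; other splits reached 247 and 317 probes.

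Technical explanations for the 205 probes called between the EB arms were tested. With library total as a covariate, 199 of the 205 were called again, so depth does not account for most of them. Scaling matters more. Library totals alone move fold changes down and kept 48 of the 92 higher calls, and median-ratio factors move them up and kept 75 of the 113 lower calls. In the same direction, 123 of the 205 were called under each of the 4 other scalings, and the other 82 depend on the scaling. RNA integrity was tested as the slope of log2 CPM on position within transcripts, over 502 probes of 203 transcripts. The slope was lower in CEPT EB by -0.037 log2 units per kb (two-sided permutation p 0.00156), with 14 of 16 CEPT EB libraries below the Y27 EB median. Over the median distance of 861 nucleotides between the outer probes of a transcript this is a small difference, but a slight difference in RNA integrity between the arms may exist. After each library's slope was removed, 196 of the 205 probes were still called. The removal changed only the 502 probes, and only differences within a transcript. A loss shared by all probes of a transcript would remain, so the 196 do not exclude a part for RNA integrity.

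Probes of short transcripts tended to be higher in CEPT EB. This was noticed in the list of called probes and then tested over 352 of 373 genes (94.4%) with a GENCODE length. The slope of log2 CPM on log2 transcript length differed by -0.153 between the arms (two-sided permutation p 0.00399), with 14 of 16 CEPT EB libraries below the Y27 EB median. Called genes that were higher had a median length of 1551 nucleotides (50 genes) and those that were lower 3663 (64 genes). Across genes, which are not independent replicates, the correlation of length and log2 fold change was -0.24 (Pearson) and -0.19 (Spearman). After the length slope of each library was removed, 173 of the 205 probes were still called, so the trend does not account for most calls. A technical length bias and a real difference between short and long transcripts were not separated. Greater loss of RNA in the Y27 EB libraries, to which the position slope points, would be expected to lower long transcripts in Y27 EB, which is opposite to the -0.153 seen here.

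SOX10 was lower in CEPT EB with all 3 probes (log2 fold changes -0.66, -0.48 and -0.38; adjusted p from 6.73e-06 to 0.0349, edgeR). It was chosen after its values were seen. With PAX3 and SNAI2 it raised the hypothesis that genes of the neural crest, the embryonic cell population at the border of the neural plate, were lower as a set. The test of this hypothesis was therefore not fixed in advance. The other listed genes, FOXD3, NGFR, ETS1 and MSX1, had a mean log2 CPM lower in CEPT EB by -0.332 over 10 probes (adjusted p 0.0106 in the permutation test, adjusted over 2 lists tested), with 14 of 16 libraries below the Y27 EB median. The difference was negative under all 5 scalings, from -0.622 with library totals alone to -0.259 with median-ratio factors. Only 1 of the 10 probes was called by itself. A smaller share of neural crest-like cells in CEPT EB is a candidate explanation for the -0.332. FOXD3 is also expressed in pluripotent cells, and MSX1 and ETS1 in other lineages. The effect of the treatment on these genes and on cell composition cannot be separated with these libraries.

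Y27 EB replicate 15, the library with 379810 reads, had a mesoderm set score of 6.30, and 45 of the 57 set probes were above the mean of the other EB libraries. Thinned to the same total, the other 31 EB libraries reached at most 6.01, while this library was at 6.88 on the same scale, so low depth alone was not enough. CDX2 probes 108 and 107, which the other EB libraries nearly lacked, were present with 11 and 2 reads, a median of 2.74% of their mesoderm level. Reads from the mesoderm control libraries would bring all such probes at a common share. Of the 19 set probes, from 9 genes, that had at least 50 CPM in mesoderm and at least 5 times the mean of the other EB libraries, 5 lay within a factor of 3 of their median share of 4.54%. HAND1 probes 338 and 339, with 570 and 1194 reads, were at 1501 and 3144 CPM of the library total, above their mesoderm levels of 160 and 286 CPM. FOXF1 probes 1115 and 1116 were at 55.7% and 90.5% of the mesoderm level, while the 2 probes of T had 0 reads where the CDX2 share would bring 18.4. Reads from these controls are therefore not the common source of the raised probes. With 2.74% of mesoderm reads mixed in, the other libraries reached at most 5.99 against 6.31, and with mixing and thinning together at most 6.45 against 6.97. A different composition of that EB may therefore account for part of the score. It is a single library, and no biological explanation was tested.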
